A study of Mus musculus with 8 samples.

How the data were processed

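RNA was measured in astrocytes, a glial cell type, sorted from the spinal cord of mice at postnatal days 12 to 14. Per the labels, the cord was dissociated with papain, cells carrying the Aldh1l1-GFP reporter were collected by flow sorting, total RNA was purified, and cDNA was made from full length RNA with the NuGEN RNA-Seq V2 kit. Kir4.1 is the inwardly rectifying potassium channel encoded by Kcnj10. The labels give 4 libraries from cre-negative animals, named control S1, S2, S6 and S7 here, and 4 libraries from animals with floxed Kir4.1 alleles and Aldh1l1-cre, named cKO S3, S4, S5 and S8. Groups and replicate numbers were taken from the sample titles. The strain is given as mixed Swiss-Webster, and the sex of the animals was not used as a group because no label gives it.

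The authors deposited 1 table of raw counts per library, with whole-number counts for 39179 Ensembl mouse gene identifiers. The aligner, genome build, annotation release and strand setting are not stated in the labels. Each count table ends in 5 summary lines that name no gene. These lines held between 56.4% of all reads in control S1 and 61.7% in cKO S3, of which reads outside any feature made up 31.5% to 40.4% of all reads and reads without a unique position 20.4% to 24.2%. They were left out of library sizes and tests. Because reads without a unique position were left out of the genes by the authors, genes with near-identical copies are undercounted, and because strand use is not stated, overlaps with another gene are stated for the genes named by the rule below.

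The authors also deposited FPKM values per library, fragments per kilobase scaled to sequencing depth, for 39171 identifiers. The tool behind them is not stated. The FPKM columns carry the same library names as the count tables, but a column's deviations from each gene's mean over the columns followed the counts of the library of the same name in only 3 of 8 cases, S1, S2 and S3. This check used 13239 genes. All 8 columns matched a library of their own group, 1 to 1, so FPKM values were used only as group means or in group tests, and no column was reassigned. The authors also deposited a DESeq2 comparison, per the file headers, with group means of size-factor-scaled counts (a signal per gene), a log2 fold change that is shrunken relative to the ratio of those means, its standard error and a Wald statistic (both scores), and p-values with their Benjamini-Hochberg adjustment. The authors' group means differed from means recomputed from the count tables by at most 4.94e-10 as a relative difference. In the deposited comparison, 27 gene symbols had been turned into dates, so genes were matched by identifier.

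Gene symbols were assigned by identifier for 37607 of the 39179 identifiers. Coordinates are from GENCODE mouse release 21 on GRCm38, and are those of that annotation, since the authors' build is not stated. Python 3.11.15 and R 4.3.3 were used, and figures were drawn with matplotlib 3.10.9.

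The choices of test, groups, covariates, gene lists, naming rule and all alternatives but those named below were made before the data were examined. Counts were tested with edgeR 4.0.16 (quasi-likelihood fit and test, TMM normalization, filterByExpr, no covariate), with a log2 fold change given as cKO over control, its standard error taken from the F statistic, and Benjamini-Hochberg adjustment over the 14757 genes tested. The threshold was an adjusted p of 0.05. CPM are counts scaled to TMM-adjusted library sizes, as edgeR computes them. Kcnj10 was named first, followed by up to 5 genes with the largest increase and 5 with the largest decrease among genes past the threshold, with a mean of at least 1 CPM and all 4 libraries of one group above all 4 of the other. Predicted genes, pseudogenes and the sex-linked transcripts Xist, Tsix, Ddx3y, Uty, Kdm5d and Eif2s3y took no place, while other genes on chromosome X could. Members of the gene lists past the threshold (up to 8) were named too, as were Kcnj16, Slc1a2, Slc1a3, Glul, Aqp4, Gja1 and Gfap whatever their p. Some genes that meet this rule or that entered a test are not reported here. Any other gene is named with the remark that it was chosen after its values were seen.

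Gene lists with at least 5 tested genes (17 lists) were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with Kcnj10 left out of every list. The lists were astrocyte, potassium and glutamate handling, pan-reactive, A1-reactive and A2-reactive astrocyte states, secreted synapse factors, cholesterol synthesis, proliferation, immediate early genes, and markers of oligodendrocytes, oligodendrocyte precursors (OPC), microglia, neurons, endothelial cells, mural cells, fibroblasts and ependymal cells. The Schwann cell and erythroid lists had too few tested genes for this test and were used only as marker levels. The marker level of a cell type is the mean log2 CPM of its list in 1 library, and groups were compared by an exact 2-sided permutation test over the 70 splits of 8 libraries, whose smallest possible p is 0.0286. Genes within 5 Mb of Kcnj10 were examined as a list.

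Depth was the sum of gene counts, from 13892736 in control S2 to 25065686 in cKO S8. A group in which no library held a read of a gene was given a bound from 3 counts per library. That bound covers counting error only, since reads without molecular identifiers are not independent molecules.

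Alternatives were RLE size factors, library totals without composition normalization, a filter of at least 1 count in any library, a filter of at least 10 counts in every library, Xist level as a covariate, 1 surrogate variable from sva 3.50.0, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) for genes with a mean FPKM of at least 1, a pseudocount of 0.1, no FPKM filter, fry and camera with an estimated correlation, an adjusted p of 0.1 for the overlap with the deposited comparison, and leaving out each library in turn. Leaving out rRNA-like transcripts (mt-Rnr1, mt-Rnr2, Gm42418, Gm23935 and Lars2), and leaving out libraries for the genes near Kcnj10, were added after seeing the data.

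The procedures were tested on a single draw of simulated counts in which 200 genes were changed, each by more than 4-fold. edgeR recovered 73.5% of them, with 7.55% false among 159 calls over 14323 genes. DESeq2 recovered 81% with 17.3% false over 14757 genes, limma-voom 67.5% with 4.26% false over 14323 genes, and limma on log2(CPM + 1) 73.5% with 8.70% false over 13670 genes. The last stood in for limma on log2(FPKM + 1), and since no FPKM values were simulated, the FPKM procedure itself was not tested. A shifted list was called in 20 of 20 draws by camera, fry and camera with an estimated correlation, and of 305 tests of unshifted lists 1, 0 and 0 were called. Genes were drawn independently of each other, so these draws cannot show how often camera calls lists of correlated genes. With the real counts, splits of the libraries other than the real one gave a median of 2 lists with camera and at most 9.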

Results

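The data comprised 8 RNA-seq libraries of flow-sorted Aldh1l1-GFP+ spinal cord astrocytes, 4 from cre-negative control mice and 4 from mice in which Aldh1l1-cre deleted floxed Kir4.1 (Kcnj10) alleles, a conditional knockout (cKO). The animals were 12 to 14 days old. The study's title places the comparison in the question of whether astrocytic Kir4.1 shapes the interaction of astrocytes with fast motor neurons. Gene reads numbered 16340270 in control S1, 13892736 in control S2, 19318316 in control S6 and 22050884 in control S7. They numbered 16732342 in cKO S3, 22301812 in cKO S4, 16521770 in cKO S5 and 25065686 in cKO S8. Between 17312 genes (cKO S5) and 20470 genes (cKO S3) were detected per library. Mitochondrial rRNA and other rRNA-like transcripts took 33.7% to 46.2% of gene reads.

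None of 8 library measures, among them depth, genes detected and the share of rRNA-like reads, differed between groups by an exact 2-sided permutation test, with a lowest p of 0.257 and an adjusted p of 0.571. The correlation of log2 CPM across genes, which are not independent replicates, ranged from 0.864 to 0.929 within control pairs, from 0.876 to 0.943 within cKO pairs and from 0.816 to 0.936 between groups. No pair differed by as little as sampling noise, since chi-square per degree of freedom was at least 20.0, so all 8 libraries were kept as separate replicates.

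The targeted gene was examined first. Kcnj10 (ENSMUSG00000044708) lies on the plus strand of chromosome 1, from 172341210 to 172374085 on GRCm38, and has 2 exons in the annotation used. The second exon runs from 172368921 to 172374085. Raw counts were 18642, 31673, 33798 and 40888 in control S1, S2, S6 and S7 and 698, 599, 660 and 828 in cKO S3, S4, S5 and S8. Kcnj10 was at 1820 CPM ± 468 (SD, n = 4) in controls and at 34.0 CPM ± 4.64 (SD, n = 4) in cKO. The log2 fold change was −5.74 with a standard error of 0.25, and the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 7.52e-08. An exact 2-sided permutation test of the library values gave the smallest p that 4 against 4 libraries allow, 0.0286. Every cKO library was lower than every control library, so no library's label is contradicted by the targeted gene. The remaining level was 1.87% of the control mean, between 1.49% and 2.07% across the cKO libraries. Control S1 held 1181 CPM, 58.1% of the mean of the other 3 control libraries. The alternative that moved the fold change most was a pseudocount of 0.1 on the deposited FPKM values, which gave −6.12.

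Across all genes, 14757 were tested and 47 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 30 were higher and 17 lower in cKO. A change of at least 2-fold was seen in 44, 29 higher and 15 lower. At an unadjusted p under 0.05 there were 1447 genes. In all 47 genes the libraries of the groups did not overlap. Of the tested genes, 935 (6.34%) had libraries that did not overlap, where chance gives 2.86%. The biological coefficient of variation was 0.473. Among alternatives that kept all libraries, the count moved most with DESeq2, which gave 384 genes, 201 higher and 183 lower. limma-voom gave 48 genes, of which 38 were among the 47. Library totals without composition normalization gave 48 higher and 14 lower, so that 77.4% of calls were higher, against 63.8% with TMM. Leaving out cKO S4 left 4 genes past the threshold.

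**Figure D1:**
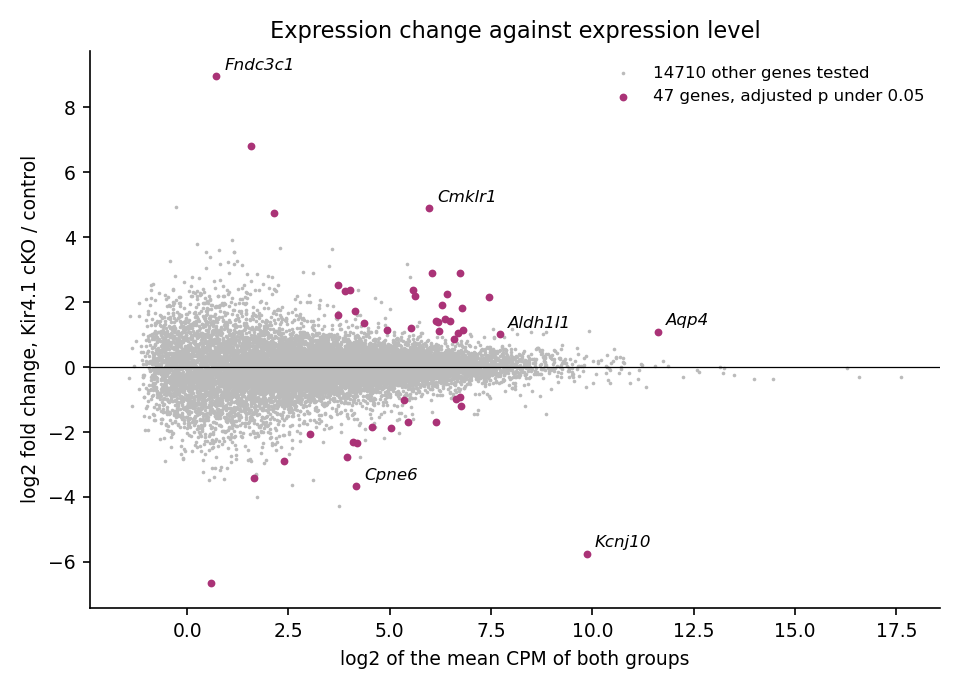
Log2 fold change (cKO over control) against log2 of the mean CPM of both groups, 1 point per tested gene, with the 47 genes with an adjusted p under 0.05 in purple and the other tested genes in grey. Kcnj10 fell by 5.74 on the log2 scale at high expression, and the fitted value drawn for Fndc3c1, which had no read in any control library, depends on the prior count.

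The genes with the largest increases were Fndc3c1, Cmklr1, Pla2g5, Fmod and Col5a3. Fndc3c1 (ENSMUSG00000033737, chromosome X, 106420041 to 106485401) had 0 counts in all 4 control libraries and 36, 19, 140 and 58 counts in cKO S3, S4, S5 and S8. cKO S5 held most of these counts. Against a bound of 3 counts per control library the cKO mean was at least 18.4-fold higher, and at least 9.66-fold higher without cKO S5. With all libraries its adjusted p was 0.0363 from edgeR's quasi-likelihood test. The call was lost in each of the 8 fits that left out 1 library, with adjusted p of 0.0636 to 0.108 from the same edgeR test, and with Xist level as a covariate, with an adjusted p of 0.06998. Cmklr1 (chromosome 5, 113612354 to 113650426) rose from 4.07 CPM ± 2.30 (SD, n = 4) to 121 CPM ± 60.01 (SD, n = 4). Its log2 fold change was 4.89 with a standard error of 0.45. Pla2g5 (chromosome 4, 138799244 to 138863482) rose from 0.309 CPM ± 0.134 to 8.50 CPM ± 4.03 (SD, n = 4 each), a log2 fold change of 4.76. Fmod (chromosome 1, 134037254 to 134048277) and Col5a3 (chromosome 9, 20770050 to 20815067) rose by 2.91 and 2.89 on the log2 scale. Reads of Fndc3c1, Cmklr1, Pla2g5 and Col5a3 are uncertain to the extent that each overlaps another annotated gene, since strand use is not stated.

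The genes with the largest decreases were Cpne6, Piezo2, Lrtm2, Wnk2 and Hhip. Cpne6 (chromosome 14, 55510445 to 55517431) fell from 33.2 CPM ± 11.6 to 2.61 CPM ± 2.02 (SD, n = 4 each), with a log2 fold change of −3.66 and a standard error of 0.55. Piezo2 (chromosome 18, 63010213 to 63387183) fell from 5.73 CPM ± 1.54 to 0.527 CPM ± 0.236 (SD, n = 4 each), with a log2 fold change of −3.43. Lrtm2 (chromosome 6, 119315133 to 119330766), which overlaps Cacna2d4, had a log2 fold change of −2.76 and the least firm call of the 5, with an adjusted p of 0.0488 from edgeR's quasi-likelihood test. Wnk2 (chromosome 13, 49036303 to 49148014) and Hhip (chromosome 8, 79965851 to 80058006) had log2 fold changes of −2.34 and −2.30, with adjusted p of 0.00357 and 0.0130 from edgeR's quasi-likelihood test. Piezo2 and Hhip also overlap other annotated genes.

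List members past the threshold included Cd44, Aldh1l1 and Aqp4. Cd44 rose from 8.21 CPM ± 1.80 to 27.3 CPM ± 4.30 (SD, n = 4 each), a log2 fold change of 1.73. Aldh1l1, whose regulatory elements drive both the reporter and the cre transgene, rose from 139 CPM ± 8.65 to 282 CPM ± 48.8 (SD, n = 4 each), a log2 fold change of 1.01. Aqp4, the water channel of astrocyte endfeet, rose from 2007 CPM ± 354 to 4286 CPM ± 783 (SD, n = 4 each), a log2 fold change of 1.09. Their adjusted p from edgeR's quasi-likelihood test were 0.0144, 0.0179 and 0.0243, and these 3 genes were higher in each cKO library than in any control library. All 3 overlap other genes in the annotation used.

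Kcnj16, Slc1a2, Slc1a3, Glul, Gja1 and Gfap, named in advance, did not differ by more than the spread between libraries. Log2 fold changes were −0.096 for Kcnj16, −0.18 for Slc1a2, 0.039 for Slc1a3, −0.20 for Glul, −0.48 for Gja1 and 0.16 for Gfap, with adjusted p of 0.617 or more in edgeR's quasi-likelihood test. The sign of Kcnj16 changed under library totals without composition normalization, where its log2 fold change was 0.043. Slc1a2, Slc1a3, Glul and Gfap overlap other annotated genes.

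**Figure D2:**
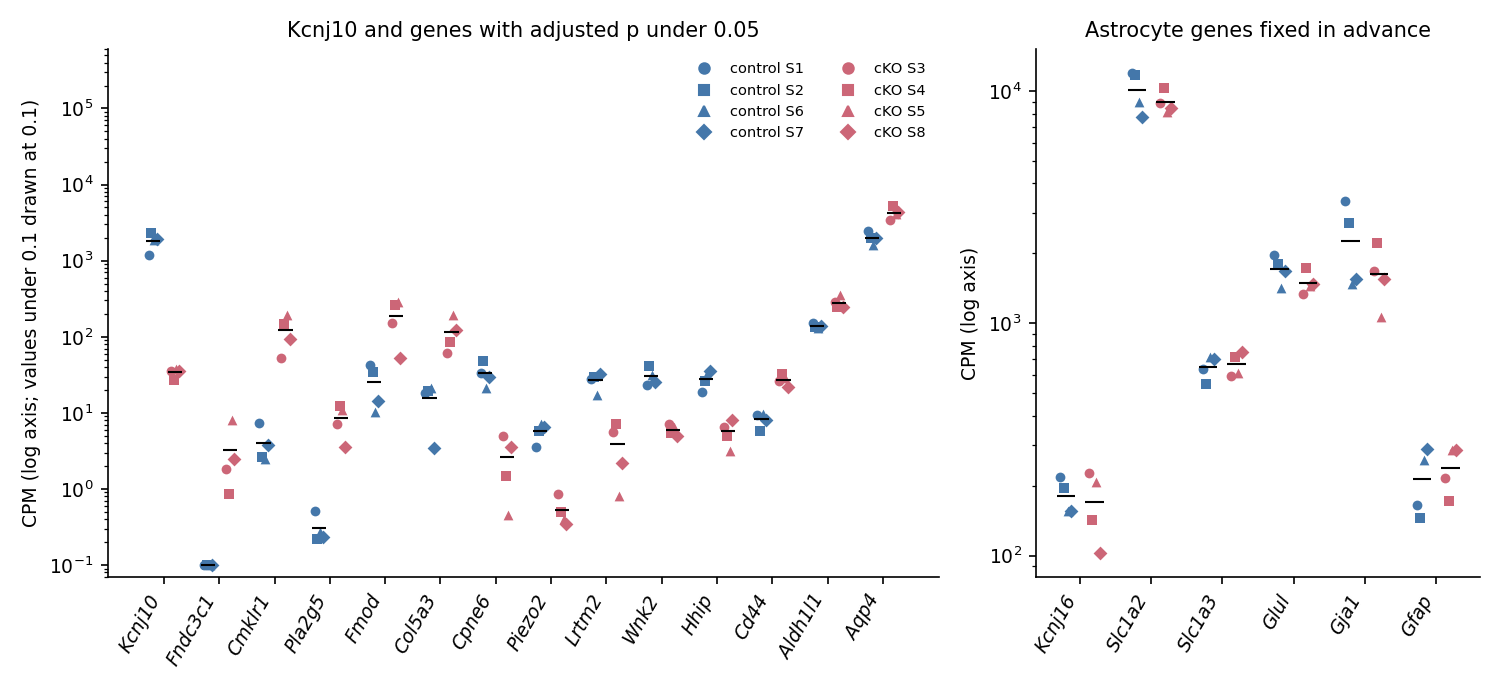
CPM per library on log axes for Kcnj10 and the genes past the threshold (left) and for astrocyte genes fixed in advance (right), with blue symbols for control and red for cKO libraries and a black bar at each group's mean. Kcnj10 is at 1181 CPM or more in each control library and at 37.6 CPM or less in each cKO library, while Slc1a2 and Slc1a3 overlap between groups.

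The authors' deposited table listed 353 genes with an adjusted p under 0.05 among 12314 with an adjusted p, 183 higher and 170 lower. Of the 47 genes called here, 45 were among those of the authors' deposited table, all 45 with the same sign. Of the genes called in the authors' deposited table, 352 were tested here, and all 352 had the same sign and an unadjusted p under 0.05. For Kcnj10 the authors' deposited table gave a log2 fold change of −5.269. DESeq2 on the same counts here called 384 genes, of which 332 were in the authors' deposited table, and included all 47 called by edgeR.

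Gene lists fixed in advance were then tested as sets. Of 17 lists, camera gave an adjusted p under 0.05 for 7. Pan-reactive astrocyte genes (10 tested, adjusted p 0.0136) and immediate early genes (18 tested, 0.0233) were higher in cKO. A1-reactive genes (8 tested, 0.0261) and markers of oligodendrocytes (12 tested, 0.00894), OPC (7 tested, 0.00894), endothelial cells (9 tested, 0.00894) and neurons (11 tested, 0.0462) were lower. Only the pan-reactive list kept an adjusted p under 0.05 with fry, 0.0448, and none did with camera at an estimated correlation, where 2 lists had an unadjusted p under 0.05. Fitting other splits of the libraries gave as many lists in 3 of 35 cases, the real split included, so the number of lists past the threshold was not beyond what regrouping the libraries gives. The remaining lists had camera adjusted p of 0.0556 for proliferation and for fibroblasts, 0.0748 for cholesterol synthesis, 0.139 for A2-reactive genes, 0.443 for astrocytes and for microglia, 0.469 for secreted synapse factors, 0.585 for ependymal cells, 0.725 for potassium and glutamate handling and 0.981 for mural cells.

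Single members passed a threshold of 0.05 more often when adjusted over the list alone. In the pan-reactive list 2 genes passed when adjusted over the list alone (Cd44 and Vim) and 1 over all genes tested. In the astrocyte list 2 genes passed on both adjustments (Aqp4 and Aldh1l1), as did 2 in the list for potassium and glutamate handling, Aqp4 among them. Adjusted over the list alone, 3 OPC genes (Bmp4, Neu4 and Gpr17), 2 oligodendrocyte genes (Mal and Mog), 1 neuronal gene (Gad2), 1 A2-reactive gene (S100a10) and 1 fibroblast gene (Col1a2) passed, and 0 of each did over all genes tested.

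Marker levels of 11 cell types were compared as the mean log2 CPM of each list per library. By exact 2-sided permutation tests, 0 of 11 differed at an unadjusted p under 0.05, and the lowest p was 0.0857. Adjusted values could hardly have passed, since the adjusted p of a single list cannot go below 0.314 and 7 lists at the smallest p would be needed. Without cKO S3, endothelial markers differed by −1.31 with an exact unadjusted p of 0.0286. Astrocyte markers were at 9.87 ± 0.24 (SD, n = 4) in controls and 9.96 ± 0.090 (SD, n = 4) in cKO. Oligodendrocyte markers were at 6.30 ± 0.34 and 5.64 ± 0.71 and OPC markers at 5.22 ± 0.95 and 4.32 ± 0.42 (SD, n = 4 each). Fibroblast markers varied most between libraries, from −0.31 in cKO S4 to 5.82 in control S6. The other lists were at lower levels, and erythroid markers were lowest with −1.31 ± 1.10 in controls and −1.99 ± 0.52 in cKO (SD, n = 4 each).

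**Figure D3:**
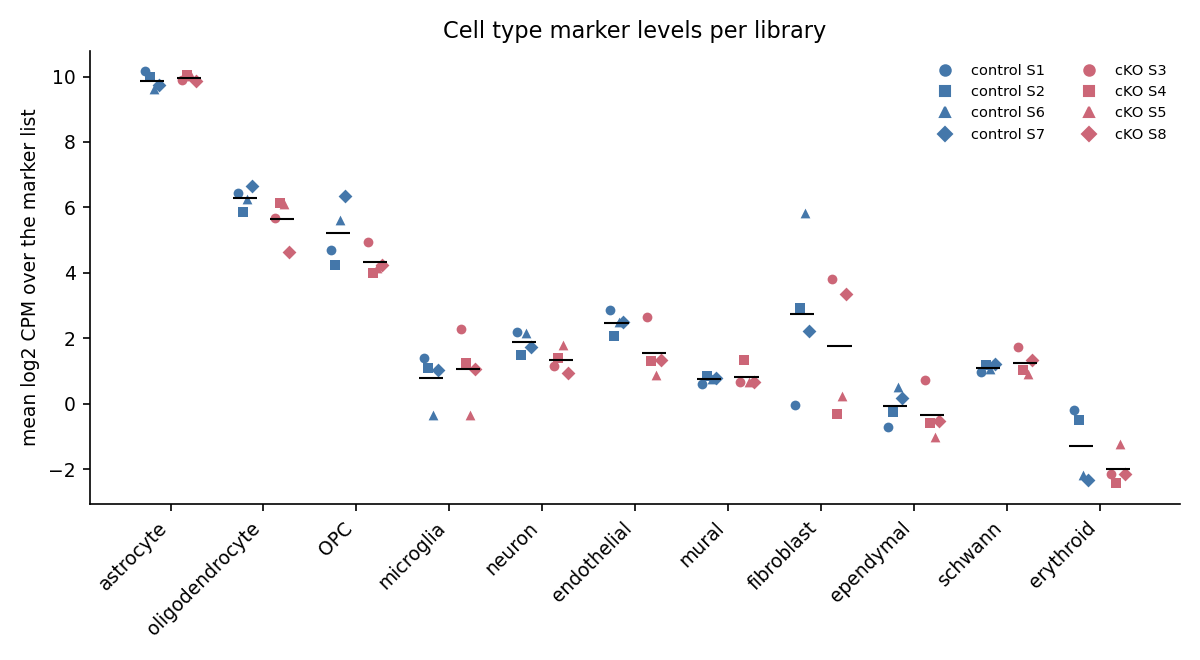
Mean log2 CPM over each cell type marker list (y axis) per library, with blue symbols for control and red for cKO libraries and a black bar at each group's mean. Astrocyte markers lie near 9.87 and 9.96 in the control and cKO groups, and 0 of 11 lists differed at an unadjusted p under 0.05 by the exact permutation test.

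Genes near Kcnj10 were examined because a targeted locus can carry linked changes in a mixed strain. Within 5 Mb, 64 genes were tested, of which 0 had an adjusted p under 0.05 over all genes tested, 9 an unadjusted p under 0.05 and 3 an adjusted p under 0.05 adjusted over the list alone. The share with an unadjusted p under 0.05 was 14.1%, against 9.78% of 14692 genes elsewhere, a difference that Fisher's exact test did not separate (p 0.287). The 3 genes, chosen after their values were seen, were Pigm, Hsd17b7 and Igsf9, with log2 fold changes of 1.005, 0.84 and 3.16. Control S1 decided this count. Without it, an alternative chosen after seeing the data, 3 genes passed over all genes tested (Pigm, Slamf9 and Igsf9, with log2 fold changes of 1.32, 7.27 and 4.41) and 4 adjusted over the list alone. Pigm begins at 172376546, past the end of Kcnj10 on the same strand, followed by Slamf9 at 172475358, Igsf9 at 172481788 and Tagln2 at 172500047. Slamf9 was at 44.6 CPM in control S1, 0 in S2, 1.48 in S6 and 0 in S7, and at 68.3, 71.5, 89.6 and 86.8 CPM in cKO S3, S4, S5 and S8.

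**Figure D4:**
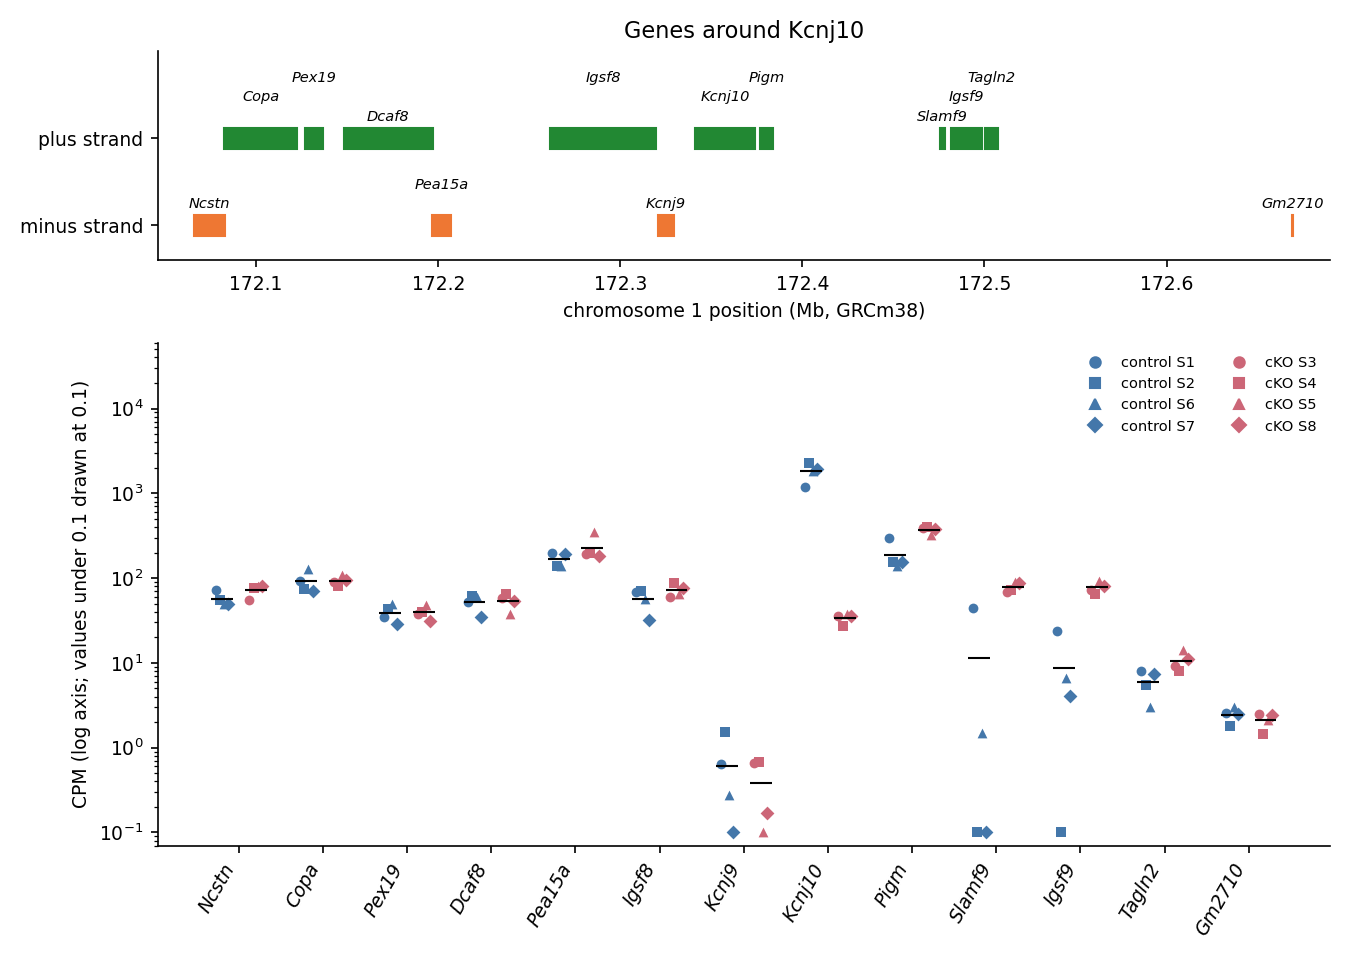
Genes reported around Kcnj10 on chromosome 1 of GRCm38, in Mb (top, plus strand green and minus strand orange), and their CPM per library on a log axis with a black bar at each group's mean (bottom, blue control and red cKO). Slamf9 is at 44.6 CPM in control S1 and at 1.48 CPM or less in the other control libraries.

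Sex-linked transcripts were given as values, since the labels state no sex. Xist was at 1920 CPM in control S1, 2400 in control S6, 1817 in control S7, 2257 in cKO S4 and 2386 in cKO S8, and at 0.562 CPM or less in control S2, cKO S3 and cKO S5. The summed CPM of Ddx3y, Uty, Kdm5d and Eif2s3y was 208 in control S2, 219 in cKO S3 and 191 in cKO S5. Control S6 held both Xist and 22.3 CPM of these Y-linked transcripts, while control S1, control S7, cKO S4 and cKO S8 held at most 0.856 CPM. With Xist level as a covariate 28 genes were called, 26 of them among the 47.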

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

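All tests in this part were chosen only after the result was seen, except the count of mural genes highest in cKO S4, which was chosen before those genes were looked at one by one. A library stood apart from the other 3 of its group in 4 of 85 groups examined, where 4.25 are expected by chance.

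Pigm was at 297 CPM in control S1 and at 139 to 156 CPM in the other control libraries. Slamf9 was at 44.6 CPM in control S1 and at 1.48 CPM or less in the others. In cKO Pigm was at 374 CPM ± 36.4 and Slamf9 at 79.1 CPM ± 10.7 (SD, n = 4 each), so control S1 lay towards cKO for both, as it did for Igsf9 (23.96 CPM, against at most 6.59 in the other controls). Material of a cKO library mixed into control S1 is argued against by other genes: over 16 genes called higher without control S1 and outside this region, control S1 lay at a median of 5.37% of the way from the other controls to the cKO mean (quartiles 2.41% and 14.6%), whereas Slamf9 lay at 56.1% and Igsf9 at 27.6%. A Kcnj10 allele already deleted in the animal or animals behind control S1 remains open. Kcnj10 in control S1 was at 58.1% of the other controls, in the direction that the loss of 1 allele would give, but a single library cannot decide this. Untested, a difference in the strain background of that animal could act in the same way.

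Genes detected were fewest in control S7 among the controls, 17984 against 18975 to 19111. Lower depth does not account for it, since control S7 had 134% of the mean gene reads of the other 3 controls. No biological explanation was tested.

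The mural marker level was highest in cKO S4, at 1.32 against 0.656 to 0.671 in the other cKO libraries. Of the 8 mural genes, 3 (Vtn, Rgs5 and Acta2) were highest in cKO S4 among the cKO libraries, while Pdgfrb, the most abundant, was not. Vtn was at 0.998 CPM in cKO S4 and 0 in the other cKO libraries, so the level rests partly on genes near the floor. Mural cells in cKO S4 cannot be told apart from scatter at such counts, because too few of the 8 genes are abundant.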

How the results depend on the processing

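Leaving out rRNA-like transcripts, and all fits that left out a library for the genes near Kcnj10, were chosen after seeing the data. The fall of Kcnj10 kept its direction and its side of the threshold in all settings, with log2 fold changes between −6.12 and −5.61, and from −5.90 to −5.61 across the 8 fits that each left out one replicate.

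Against 47 changed genes, RLE size factors gave 47, limma-voom 48, 51 came without rRNA-like transcripts, and library totals gave 62 with 48 higher and 14 lower. Of these, 47, 38, 47 and 44 in the same order were among the 47. Fmod, Piezo2, Fndc3c1 and Pla2g5 lost their call with limma-voom (adjusted p 0.0629, 0.0755, 0.0966 and 0.149). Filters of at least 1 count in any library and of at least 10 counts in every library gave 87 and 84, of which 47 and 41 were among the 47. Xist as a covariate gave 28, 26 of them shared, and 1 surrogate variable gave 8, 7 of them shared. The surrogate variable correlated with genotype (r 0.578), so that setting also removes part of the group difference. DESeq2 gave 384 against edgeR's 47, and contained all 47. In simulated data DESeq2's calls were 17.3% false and edgeR's 7.55%, with recovery of 81% and 73.5%. Every simulated change was more than 4-fold, whereas the genes called by DESeq2 alone had a median absolute log2 fold change of 1.24 in edgeR's fit. The simulation therefore cannot show how well either tool recovers such smaller changes, or what share of DESeq2's further calls is false. limma on FPKM gave 9 genes at a pseudocount of 1, 10 at 0.1 and 7 without a filter, and 4, 3 and 3 of these were among the 47. The cause of the small FPKM counts was not tested. Leaving out 1 library moved the count from 4 to 45, lowest without cKO S4 and highest without cKO S3, and 4 of the 4 genes left without cKO S4 were among the 47. Each such fit has 3 libraries in 1 group. It fell to 14 without control S2, 16 without control S6, 24 without cKO S5, and 28 without cKO S8, and to 30 without control S1.

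Genes changed at least 2-fold numbered 44, and 79 and 68 under the looser and the stricter filter, 26 with Xist, 8 with the surrogate variable and 260 with DESeq2. Leaving out one replicate gave from 4 (without cKO S4) to 42. The overlap with the authors' deposited table was 45, and 93 at an adjusted p of 0.1 in both and 332 with DESeq2, and from 4 to 44 across the 8 fits that each left out one replicate, lowest without cKO S4. Genes near Kcnj10 past the threshold over all genes were 0, and from 0 to 3 across these 8 fits, with 3 without control S1. The cause of these changes was not tested beyond the fewer libraries.

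The number of gene lists past the threshold was 7 with camera, 1 with fry and 0 with an estimated correlation, and from 4 (without cKO S4) to 9 across the 8 fits that left out one replicate. With other normalizations, filters and covariates it was between 6 and 10. Of the 7 lists, neurons lost the call in 6 of the 8 fits that left out one replicate (camera adjusted p 0.0677 to 0.253) and A1-reactive in 3 (0.0505 to 0.0746), without control S2, control S6 and cKO S4. Without cKO S8 it was lost for oligodendrocytes (shift −0.30 against −0.65, 0.0762), immediate early (0.0762) and pan-reactive genes (0.0762), which also lost it without cKO S4 (0.0594). OPC lost it without control S7 (shift −0.49 against −0.89, 0.0988) and with the surrogate variable (−0.18, 0.495), A1-reactive with the surrogate variable (0.0932), and immediate early genes under the stricter filter (shift 0.25 against 0.53, 0.225). Endothelial markers lost it with fry and the estimated correlation only. In 3 of 35 splits of the libraries, the real one included, as many lists passed. The splits other than the real one gave at most 2 genes changed and at most 2 changed at least 2-fold, so 1 of 35 reached 47 genes and 1 of 35 reached 44. For DESeq2, on the genes kept by the edgeR filter (306 called), 1 of 35 splits reached the real count and the next gave 108, dividing control S1, control S2, cKO S4 and cKO S5 from the rest.

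Directions reversed for marker levels, lists and genes that were not past the threshold with all libraries and TMM, and no reversed value was past it. Of these lists, A2-reactive (with 1 surrogate variable, camera adjusted p 0.0373), microglia (without cKO S5, 0.0185), proliferation (in 6 fits, lowest 0.00599 without control S2) and fibroblast (in 4 fits, lowest 0.0173 without control S1) passed it elsewhere, in the direction they had with all libraries. Cholesterol synthesis, which kept its direction, also passed it with library totals (camera adjusted p 0.0355), Xist as a covariate (0.0197) and 1 surrogate variable (0.0164). It passed as well without control S7 (0.0435) and without cKO S3 (0.0275). The mural marker difference was 0.082 and −0.097 with log2(FPKM + 1), and the log2 fold change of Kcnj16 was −0.096 and 0.043 with library totals. With 1 surrogate variable the mean shift of a list against other genes was −0.073 for astrocyte, 0.40 for ependymal, 0.021 for fibroblast, −0.053 for potassium and glutamate handling and 0.24 for proliferation. Across the fits that left out one replicate, marker differences ran from −0.0020 to 0.18 for astrocytes, −1.88 to 0.075 for fibroblasts, −0.14 to 0.73 for microglia, −0.083 to 0.14 for mural and −0.010 to 0.26 for Schwann cells. List shifts ran from −0.14 to 0.40 for A2-reactive, −0.0052 to 0.18 for astrocyte, −0.032 to 0.76 for microglia and −0.026 to 0.083 for potassium and glutamate handling. Log2 fold changes ran from −0.26 to 0.083 for Kcnj16 and −0.036 to 0.10 for Slc1a3.

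Among named genes other than Kcnj10, 21 values in other settings and 50 in the fits without one library fell short of the threshold with their direction kept, most often for Fndc3c1, Fmod and Lrtm2. Without cKO S4, Kcnj10, Cmklr1 and Wnk2 kept their call and 11 named genes lost it. No paired analysis was possible because the groups share no replicate numbers in the labels.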

Other observations

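The tests in this part were chosen only after the result was seen, or, for Ptch1, the oligodendrocyte-lineage covariate and the genes of DESeq2 alone, were changed in their measure or verdict after a first result was seen.

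The FPKM columns carry library names that differ from the pattern of the counts. Of 8 columns, 3 followed the counts of the library of the same name best. The other 5 followed another library of the same group (correlation of per-gene deviations 0.802 to 0.831), with −0.11 to 0.05 for their own name. The 1 to 1 matches are in line with sample labels exchanged between the FPKM table and the count files, 3 of 8 being unchanged, and which of the files is in error is not known. Group comparisons are unaffected, because every match stayed within its group.

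Pigm, Slamf9, Igsf9 and Tagln2, the 4 tested genes downstream of Kcnj10 on its strand within 200 kb, all had a higher level in cKO at an unadjusted p under 0.05, with a median log2 fold change of 1.89, while 0 of 5 upstream genes did. Without control S1, 1 upstream gene, Pea15a, passed as well (log2 fold change 0.56, unadjusted p 0.0441, edgeR's quasi-likelihood test). Library scaling is argued against, since the largest median log2 fold change of all genes over 4 scalings was 0.091. Transcription running past Kcnj10 on the deleted allele may account for the pattern, though which part of the gene is deleted is not known here. The downstream genes were chosen for the pattern, and the contrast with the upstream genes, 0 of 5 with all libraries, is not complete without control S1. A linked strain haplotype around the floxed allele is not excluded either: of the other 60 genes within 5 Mb, 8.33% had an unadjusted p under 0.05 against 9.78% elsewhere (Fisher's exact p 1), yet a haplotype can alter few genes. Both explanations cannot be told apart, since every cKO library carries the deletion and the floxed allele. The controls are described as cre-negative, and whether they carried floxed alleles is not known here. Controls with floxed alleles would share a haplotype linked to them.

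Control S6 held Xist at 2400 CPM with Y-linked transcripts at 10.8% of the level in control S2, cKO S3 and cKO S5. cDNA of a male cKO library in control S6 remains open, because the answer depends on the genes used. The 6 genes at least 4-fold higher in cKO, outside the Kcnj10 region and called without control S6, argue against it. They lay at a median of −0.876% of the way to the cKO mean, with an upper quartile of 4.30%. Without the 4-fold minimum, 11 genes called higher without control S6 lay at a median of 5.92%. The Y-linked share ran from 5.77% to 12.9% over single Y-linked genes, a range that holds this value. Pooled animals of both sexes, or material of a male control library, were not tested.

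Gli1 (chosen after its values were seen) and Hhip, targets of hedgehog signalling, had log2 fold changes of −1.85 and −2.30. A general fall in hedgehog signalling of that size is argued against by Ptch1, named in advance, with a log2 fold change of −0.11 (standard error 0.16) at 510 CPM ± 83.8 (SD, n = 4) in controls. Judging Ptch1 by its standard error against Gli1, in place of a count of lower genes, was settled after its value was seen. Fewer oligodendrocyte-lineage cells in the cKO libraries remain open. With their marker level as a covariate the log2 fold change of Gli1 was −2.16 and that of Hhip −2.39, no smaller than without it, but neither passed an adjusted p of 0.05 (0.0602 and 0.153, edgeR's quasi-likelihood test), and 7 genes were called in all. This fit took the place of a comparison of single libraries after that comparison had been seen.

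Aldh1l1 had a log2 fold change of 1.01. Extra copies carried by the cre transgene with flanking genes could raise it. Klf15, next to it upstream, had −0.071 (standard error 0.20) and Slc41a3, on the other side, 0.86 (unadjusted p 0.00693, edgeR's quasi-likelihood test), so the neighbours divide. Because all cKO animals and no control carried the transgene, and its extent is not known here, a transgene copy and a response of the gene cannot be told apart.

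DESeq2 called 337 genes that edgeR did not. Of these 83.1% had libraries that did not overlap between groups, against 100% of edgeR's 47 genes (Fisher's exact p 0.000627) and 2.86% by chance. The lower share is the direction foreseen if some calls were carried by a few libraries, and a first reading took it that way. Both sets were chosen by their p-values, which by itself favours separation and favours it more in the stricter set, so the test leaves open how many of the 337 rest on a few libraries.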
